A study of Rattus norvegicus with 30 samples.

How the data were processed

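RNA sequencing was done on CD31-positive lung cells of rats, sorted with magnetic beads against CD31, a surface protein of endothelial cells. The animals had a sham operation or a Glenn operation 3 weeks earlier and ate a diet with a control, deficient or excess content of vitamin A. In the Glenn operation, or superior cavopulmonary anastomosis, a caval vein is joined to the pulmonary artery, so that the lung receives blood that has not passed through the liver. Per the labels' protocols, RNA was taken with a PureLink kit and libraries were made with the SMART-Seq v4 low-input kit. The 30 libraries form 6 groups of 5.

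The deposited table holds estimated counts per gene, which the authors made with salmon, per the name of the deposited table. The genome build, the annotation release, the salmon version, read trimming and strandedness are not stated in the labels or the table, so no coordinates are given. The table has 30562 rows with Ensembl rat identifiers and a gene name, and 13.6% of its values were not whole numbers. All 30 of its sample columns were used, and 0 columns were left out. Where several rows shared a gene name (946 rows), each was kept under its identifier. Reads that fit near-identical genes are shared out by salmon's estimate, so values of RT1 genes and other gene families are uncertain.

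Total counts ranged from 22 to 77.6 M per library (median 40 M), and 16717 to 18275 genes had at least 1 count. The 10 most abundant genes took 11.2% to 15.9% of a library's counts. Within groups, the 60 pairs of libraries had Spearman correlations of 0.981 to 0.993. Their chi-square per degree of freedom was 21.2 to 126.4, far above sampling noise, so none was a library of its group sequenced again, while separate preparations from one animal are not excluded.

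The estimated counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 16171. Counts were scaled by TMM (factors 0.94 to 1.06). One quasi-likelihood fit (estimateDisp, glmQLFit with robust = TRUE and glmQLFTest) held all 30 libraries, with the 6 groups as means and the library series as an additive term. The series comes from the library names, which fall in separate number ranges: 22 libraries are in series A and 8 in series B. Both control-diet groups and the sham group on the excess diet hold series A only. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 is called here a change. CPM stands for counts after TMM scaling to a library total of 1 M (M, mega), and standard errors are the fitted log2 change divided by the square root of F.

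Gene lists were tested with fry of limma 3.58.1, over 16 combinations of list and contrast. The lists were retinoic acid-induced genes, BMP9/ALK1-induced genes, proliferation genes and endothelial tip-cell genes. Per gene, the BMP9/ALK1 and retinoid lists were widened by other genes of the pathway. Marker lists for 11 cell types were scored as the mean log2(CPM + 1) and compared in 7 contrasts by exact permutation over 252 assignments, adjusted over the 77 tests. The genes named in the text followed a rule. Among genes with a mean of at least 1 CPM and a symbol other than a placeholder, it took the 2 genes raised and the 2 lowered with the smallest adjusted p per contrast (4 and 4 for the contrast averaged over diets), the 3 with the smallest adjusted p for the interaction, and 13 preset genes. Listed genes past the threshold over their list alone are named for the retinoid list and summarised for the others. Values of 1 gene of the retinoic acid-induced list are not reported here. The groups, tests, lists, naming rule and first alternatives were fixed before the data were examined.

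The steps were tested on simulated data with 200 changed genes among 16171. The changes were set for Glenn against sham on the control diet. In that contrast the edgeR test recovered 185 of them with 7 false calls, limma voom 186 with 8, and DESeq2 187 with 34. In the unchanged contrast of deficient against control after sham, edgeR and limma voom called 0 genes and DESeq2 2. For the list test, the proliferation list alone was raised, in the Glenn excess group. It was recovered in 2 of 2 contrasts with that change, and 0 of 14 unchanged list tests were called. Simulated genes varied independently, so these counts do not give the error rate for genes that vary together.

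The alternatives set at that time were a fit with no series term, series A alone, DESeq2 size factors, DESeq2 1.42.0, limma voom with quality weights, no filter, a fit of only the groups compared, the replicate number as a block, marker scores as covariates, and leaving out each library. Chosen after seeing the data were a term for RT1-CE16 level in place of the series, that term with sex, fits within each RT1-CE16 level, and the newer dispersion method of edgeR (legacy = FALSE). Libraries were called RT1-CE16-high above 100 CPM and male above 10 CPM of Ddx3y. Neighbouring genes were taken from RefSeq's GRCr8 table by symbol, which matched 14534 of the tested genes (89.9%). R 4.3.3 was used, and figures were drawn with matplotlib 3.10.9.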

Results

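Gene expression was measured in 30 libraries of CD31-positive rat lung cells, taken 3 weeks after sham or Glenn surgery from animals on a control, vitamin A-deficient or vitamin A-excess diet, with 5 libraries per group. Pulmonary arteriovenous malformations can form after Glenn surgery, and the design asks what the operation changes in lung endothelial cells and whether dietary vitamin A alters it. Total estimated counts ranged from 22 to 77.6 M per library, with a median of 40 M.

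The endothelial genes Pecam1 (ENSRNOG00000066008) and Cdh5 (ENSRNOG00000013324) were abundant in every group. Pecam1 stood at 1213 ± 233 CPM after sham and 1099 ± 146 CPM after Glenn surgery (SD, n = 15 each), and Cdh5 at 2427 ± 196 and 2044 ± 235 CPM (SD, n = 15 each). Averaged over diets, Pecam1 did not change (log2 change -0.16, SE 0.07, edgeR adjusted p 0.0692) and Cdh5 fell slightly (-0.25, SE 0.06, edgeR adjusted p 0.00036). Among the RT1-CE16-low libraries, described further on, the Pecam1 change had the other sign (0.09) and that of Cdh5 was no longer past the threshold (-0.22). The leukocyte gene Ptprc was low, with a median of 2.42 CPM. Transcripts of type 2 alveolar epithelial cells were high in the sorted cells, and Sftpc alone took 1.52% to 3.48% of a library's counts.

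The libraries also differed in ways the groups do not describe. Y-linked genes placed 13 libraries as male and 17 as female, and each group held both sexes. The major histocompatibility gene RT1-CE16 was either low, at 21.9 to 44.2 CPM in 17 libraries, or high, at 407 to 945 CPM in 13. All 8 series B libraries were high, and so were 5 series A libraries, namely sham control replicates 3 to 5 and Glenn control replicates 4 and 5. All 5 sham excess libraries were low. In a fit with the RT1-CE16 level in place of the series, 1056 genes followed that level, whereas 265 genes followed the series in the fit with the series.

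**Figure D1:**
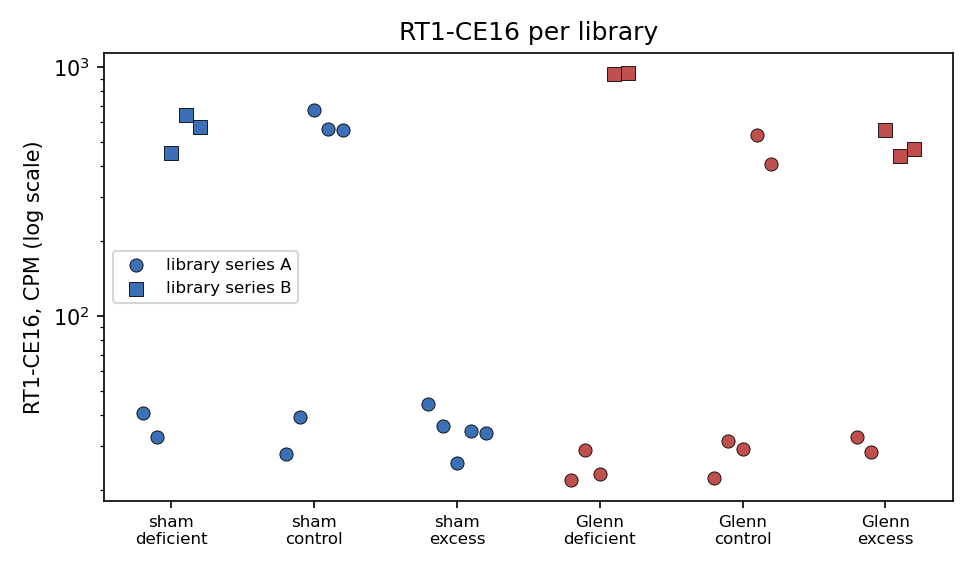
RT1-CE16 in CPM on a log scale for each library, by group (blue, sham; red, Glenn), with circles for library series A and squares for series B. The 17 low libraries lie between 21.9 and 44.2 CPM and the 13 high ones between 407 and 945 CPM, and the sham excess group has only low ones.

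Surgery was the largest source of variation. The first principal component held 28.8% of the variance and separated all sham libraries (-56.0 to -30.9) from all Glenn libraries (20 to 53.4). The second held 7.6% and separated the libraries by RT1-CE16 level. All high libraries lay at or below -3.85 on it and all low libraries at or above 5.85.

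**Figure D2:**
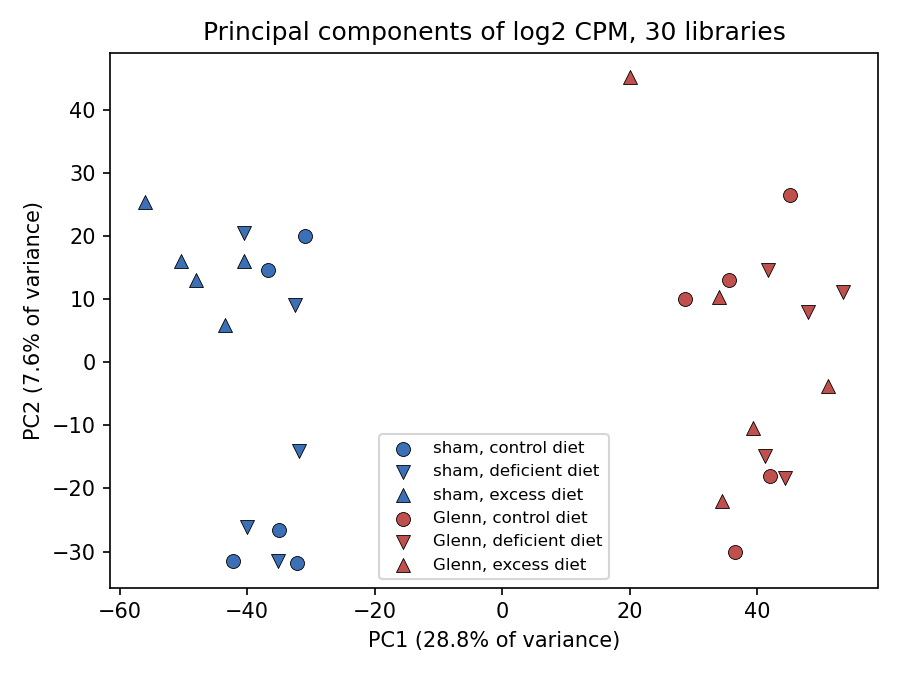
First and second principal component of log2 CPM for the 30 libraries, coloured by surgery with symbols for diet. Sham libraries lie below -30.9 on the first axis and Glenn libraries above 20.

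On the control diet, Glenn surgery changed 4023 of 16171 genes (1907 higher, 2116 lower; edgeR quasi-likelihood test, adjusted p under 0.05). On the deficient diet 4423 genes changed (2215 higher, 2208 lower), and on the excess diet 3549 (1868 higher, 1681 lower). The count moved most on the control diet among RT1-CE16-low libraries (1563 genes), on the deficient diet among RT1-CE16-high libraries (2336) and on the excess diet when only its 2 groups were fitted (1960). RT1-CE16-low libraries gave 2398 genes on the deficient and 2152 on the excess diet, RT1-CE16-high libraries gave 2497 on the control diet, and the excess diet could not be compared among the latter because no sham library was high. The 3 contrasts share no library. In all 3 diets, 2185 genes changed in the same direction (1140 higher, 1045 lower), against 60.2 for independent calls. Across genes, which are not independent replicates, the log2 changes had Pearson correlations of 0.697 to 0.728 between diets.

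Averaged over diets, 7792 genes changed (3790 higher, 4002 lower), and 1416 of them by at least 2-fold (976 higher, 440 lower). Vash1 (ENSRNOG00000010457) rose from 17.3 ± 2.23 to 199 ± 47.9 CPM (SD, n = 15 each), a log2 change of 3.48 (SE 0.10, edgeR adjusted p 3.31e-20). Clic2 rose by 2.50 (SE 0.08), Smad1 by 1.89 (SE 0.07) and Rnd3 by 1.62 (SE 0.06) on the log2 scale. Hyal3 (ENSRNOG00000070382) fell from 279 ± 26.7 to 85.1 ± 12.6 CPM (SD, n = 15 each; log2 change -1.72, SE 0.05, edgeR adjusted p 4.66e-21). Rasgef1a (-2.19, SE 0.07), Wnt5b (-3.04, SE 0.10) and Abhd15 (-3.60, SE 0.12) fell too. In each of these 8 genes every Glenn library lay on one side of every sham library. On the excess diet, Vegfa (ENSRNOG00000019598) was among the genes with the smallest adjusted p. It fell from 1549 ± 75.1 to 361 ± 57.2 CPM (SD, n = 5 each; log2 change -2.19, SE 0.12, edgeR adjusted p 7.54e-13).

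**Figure D3:**
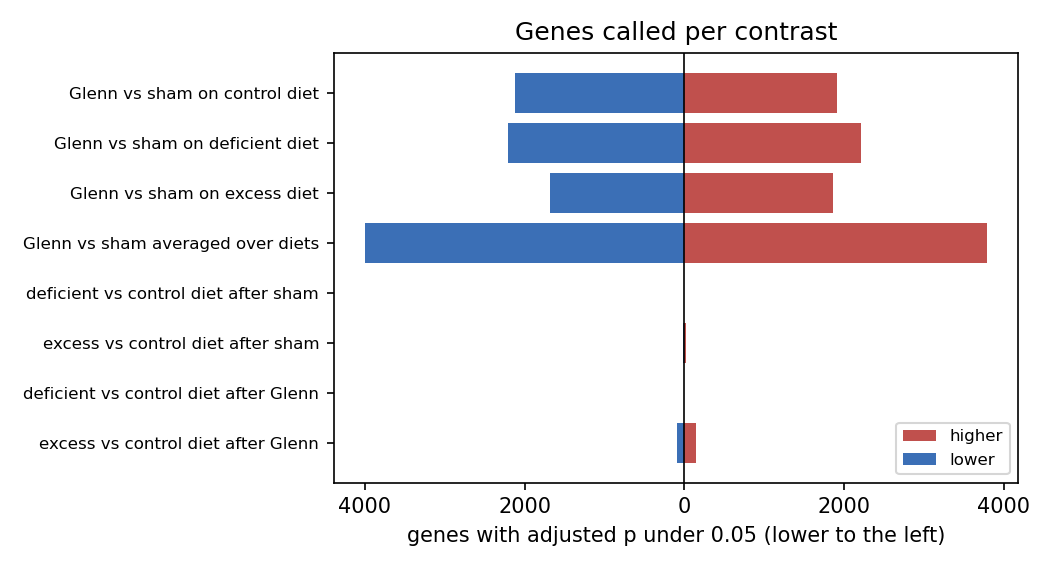
Number of genes with an adjusted p under 0.05 per contrast, higher genes to the right and lower genes to the left of 0. The Glenn contrasts reach 3549 to 7792 genes, the diet contrasts at most 237.

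Genes of the BMP9/ALK1 pathway, a signal from liver-derived ligands to endothelial cells, were examined because the Glenn circulation bypasses the liver. The list of 14 induced genes was lower after Glenn surgery on the control diet (median log2 change -0.63, fry adjusted p 7.64e-12), the deficient diet (-0.28, fry adjusted p 1.9e-08) and the excess diet (-0.54, fry adjusted p 1.45e-08). It did not move as one, since 9 genes were lower and 5 higher in the averaged contrast. Of the 22 genes of the wider pathway, 20 changed in the averaged contrast when adjusted over the list alone and 20 over all genes tested (6 higher, 14 lower). Smad6 (ENSRNOG00000009173) fell from 952 ± 125 to 125 ± 37.7 CPM, Eng (ENSRNOG00000050190) from 2287 ± 283 to 821 ± 179 CPM, Acvrl1 (ENSRNOG00000028713) from 1713 ± 122 to 644 ± 147 CPM and Id1 (ENSRNOG00000021750) from 225 ± 21.8 to 85.2 ± 17 CPM (SD, n = 15 each). The log2 changes were -2.90 (SE 0.11), -1.45 (SE 0.07), -1.39 (SE 0.07) and -1.43 (SE 0.07), with edgeR adjusted p-values of 5.63e-18, 3.11e-16, 6.11e-16 and 9.19e-17. All 4 were lower in each diet, with no overlap between sham and Glenn libraries.

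**Figure D4:**
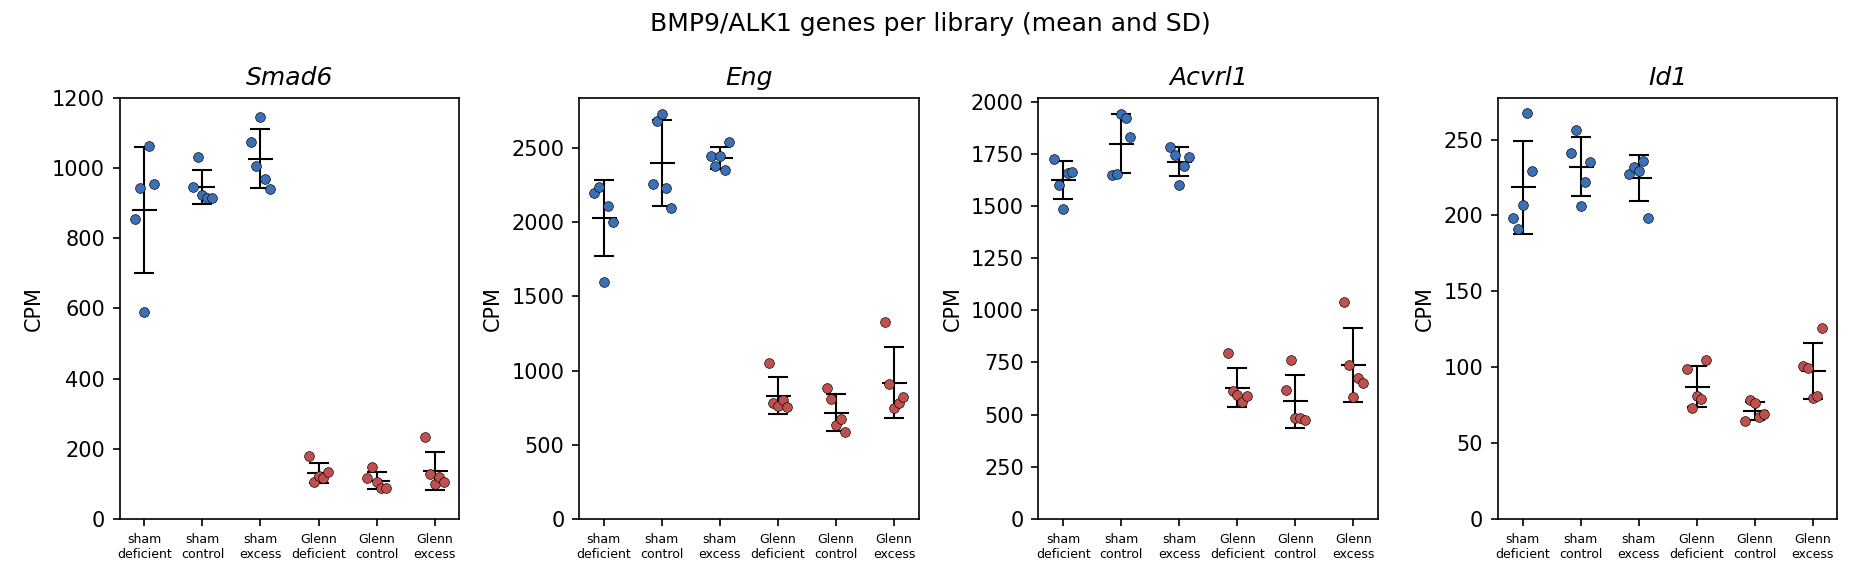
CPM of Smad6, Eng, Acvrl1 and Id1 per library (points), with the group mean and SD (bars), for sham (blue) and Glenn (red) groups of 5. Every Glenn library lies below every sham library, and the group means of Smad6 fall from at least 881 to at most 137 CPM.

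The list of 14 endothelial tip-cell genes was higher after Glenn surgery on the control diet (median log2 change 1.28, fry adjusted p 1.41e-12), the deficient diet (1.27, 7.4e-13) and the excess diet (1.08, 7.45e-12). Adjusted over the list alone, 13 of the 14 changed in the averaged contrast, and 13 over all genes tested (12 higher, 1 lower). Apln (ENSRNOG00000003984) rose from 184 ± 36.8 to 475 ± 88.8 CPM and Angpt2 (ENSRNOG00000016696) from 16.1 ± 1.27 to 85.0 ± 18.1 CPM (SD, n = 15 each), log2 changes of 1.36 (SE 0.11, edgeR adjusted p 3.21e-11) and 2.38 (SE 0.09, edgeR adjusted p 3.76e-18).

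The 30 proliferation genes were higher on the deficient diet (median log2 change 1.02, fry adjusted p 0.00336), the excess diet (0.80, 0.0093) and on average (0.80, 7.11e-05). On the control diet the list rose by 0.45 and did not pass the threshold (fry adjusted p 0.0599). Camera, with its preset correlation, called 13 of the 16 list tests against 12 for fry, and all 12 held under camera. The extra one was proliferation on the control diet (camera adjusted p 0.00161). Adjusted over the list alone, 2, 24 and 15 of the 30 genes changed on the control, deficient and excess diets, and 4, 18 and 10 over all genes tested. The difference between diets was not past the threshold (fry p 0.311 for the deficient against the control diet). Mki67 rose from 6.59 ± 2.18 to 11.7 ± 4.04 CPM and Top2a from 5.33 ± 2.46 to 10.1 ± 5.30 CPM (SD, n = 15 each), with overlapping libraries (log2 changes 0.87, SE 0.18, and 0.91, SE 0.26, edgeR adjusted p 0.000224 and 0.00502). On the control diet the rise of Top2a (0.335, edgeR adjusted p 0.642) rested on Glenn control replicate 1, without which it was -0.035.

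Scores of cell-type markers changed in 14 of 77 exact permutation tests, all of them Glenn against sham. Each had the smallest p that 5 against 5 libraries can give (0.00794, adjusted p 0.0437). Mural markers were higher by 1.04, 1.51 and 1.60 on the log2 scale on the control, deficient and excess diets, arterial markers by 0.37, 0.66 and 0.80, and lymphatic markers by 0.90, 0.95 and 1.02. Aerocyte capillary markers were lower by -0.67 on the control and -0.61 on the excess diet, venous markers by -0.72 on the control diet and general capillary markers by -0.33 on the deficient diet. Fibroblast markers were higher by 0.88 on the deficient diet. The 14 differences had the same direction within series A and within the RT1-CE16-low libraries, with mural markers 0.97 higher on the control diet in the latter. Endothelial, epithelial, leukocyte and erythroid scores passed the threshold in no contrast, and their smallest adjusted p was 0.0611.

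The effect of diet was small beside that of surgery. After sham surgery, 0 genes differed between the deficient and the control diet, with 844 at an unadjusted p under 0.05 where 809 are expected by chance. DESeq2 called 26. After Glenn surgery, 1 gene differed, Gpr157 (ENSRNOG00000017528), with 1598 genes at an unadjusted p under 0.05. It was at 2.85 ± 1.14 CPM on the deficient and 1.04 ± 0.185 CPM on the control diet (SD, n = 5 each; log2 change 1.63, SE 0.23, edgeR adjusted p 0.00102). Its log2 change was 1.99 among RT1-CE16-low and 0.41 among RT1-CE16-high libraries, and the latter did not pass the threshold. Without Glenn control replicate 1 the count was 60.

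Between the excess and the control diet after sham surgery, 39 genes differed (25 higher, 14 lower). Casp8ap2 (log2 change 0.48, SE 0.08, edgeR adjusted p 0.0217) and Siah2 (0.50, SE 0.09, 0.0217) were higher, and Bok (-0.82, SE 0.15, 0.0333) and Plxdc2 (-0.87, SE 0.17, 0.0333) lower. The count was 0 with the RT1-CE16 level as a term and 0 within RT1-CE16-low libraries (849 genes at an unadjusted p under 0.05), where 2 control libraries stand against 5. The log2 changes shrank less than the count: all 39 genes kept their direction with the RT1-CE16 term, at a median of 80.1% of the first log2 change. Among RT1-CE16-low libraries, 38 of 38 genes tested kept it, at a median of 79.1%. The contrast could not be compared among RT1-CE16-high libraries.

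After Glenn surgery, 237 genes differed between the excess and the control diet (144 higher, 93 lower). Tmem252 (1.30, SE 0.18, edgeR adjusted p 0.00116) and Rftn1 (0.64, SE 0.09, 0.00116) were higher, and Slc7a9 (-2.56, SE 0.44, 0.00542) and Steap4 (-1.67, SE 0.29, 0.0077) lower, each with overlapping libraries. The count was 78 with the RT1-CE16 level as a term (75 of them among the 237), 19 with no batch term, 0 with leukocyte and epithelial scores as covariates, and 2 without Glenn excess replicate 1. Within RT1-CE16-low and RT1-CE16-high libraries it was 11 and 18. The count was higher without Glenn control replicate 1 (557) and with DESeq2 (524). DESeq2 made more false calls than edgeR in a simulated Glenn contrast, but called 2 genes in a simulated diet contrast with no changes.

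Retinoid genes served as a check on the diets. The 11 tested retinoic acid-induced genes were higher on the excess than on the control diet after Glenn surgery (median log2 change 0.28, 9 genes higher, fry adjusted p 0.00127). They did not differ in the other diet contrasts (fry adjusted p 0.599 for excess after sham, 0.304 for deficient after sham and 0.294 for deficient after Glenn). Of 24 retinoid genes tested, 5 differed between excess and control after Glenn surgery when adjusted over the list alone and 1 over all genes tested. The latter was Tgm2 (log2 change 0.58, SE 0.12, edgeR adjusted p 0.0149), which overlapped between groups and did not pass the threshold with the RT1-CE16 term (0.42). The other 4 were Cyp26b1 (1.18, SE 0.39), Cyp26a1 (1.12, SE 0.38), Dhrs3 (0.28, SE 0.09) and Aldh1a2 (-0.98, SE 0.28), with edgeR adjusted p-values over all genes of 0.136, 0.139, 0.119 and 0.0766. The log2 change of Aldh1a2 was -0.29 with no batch term. That of Cyp26b1 was 0.56 among RT1-CE16-low and 2.13 among RT1-CE16-high libraries, and 1.79 without Glenn control replicate 1. In the other diet contrasts 0 retinoid genes passed either adjustment, with 5, 4 and 3 at an unadjusted p under 0.05 for excess after sham, deficient after sham and deficient after Glenn.

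Cyp26b1 (ENSRNOG00000015076) stood at 46.3 ± 21.1, 83.5 ± 12.9 and 165 ± 55.7 CPM on the deficient, control and excess diets after sham, and at 15.8 ± 4.78, 19.1 ± 15.2 and 41.8 ± 4.84 CPM after Glenn surgery (SD, n = 5 each). Against the control diet its log2 changes were -0.81 (SE 0.38, edgeR adjusted p 0.912) for deficient and 0.98 (SE 0.34, edgeR adjusted p 0.254) for excess after sham, and -0.24 (SE 0.37, edgeR adjusted p 0.909) for deficient after Glenn. Without Glenn control replicate 1 the last of these was 0.36, and among RT1-CE16-high libraries it was 0.59. Rarb (ENSRNOG00000024061) was at 49.2 ± 4.64, 51.6 ± 6.57 and 58.5 ± 9.09 CPM after sham and 34.1 ± 4.89, 33.2 ± 7.68 and 37.9 ± 4.51 CPM after Glenn surgery in the same order of diets (SD, n = 5 each). Its log2 changes of 0.04 and 0.18 after sham and 0.11 and 0.29 after Glenn surgery, for deficient and excess, did not pass the threshold (edgeR adjusted p from 0.355 to 1; the smallest unadjusted p was 0.0489, for excess after Glenn). Dhrs3 changed by -0.01 and 0.09 after sham and by 0.045 for deficient after Glenn (edgeR adjusted p from 0.753 to 1).

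**Figure D5:**
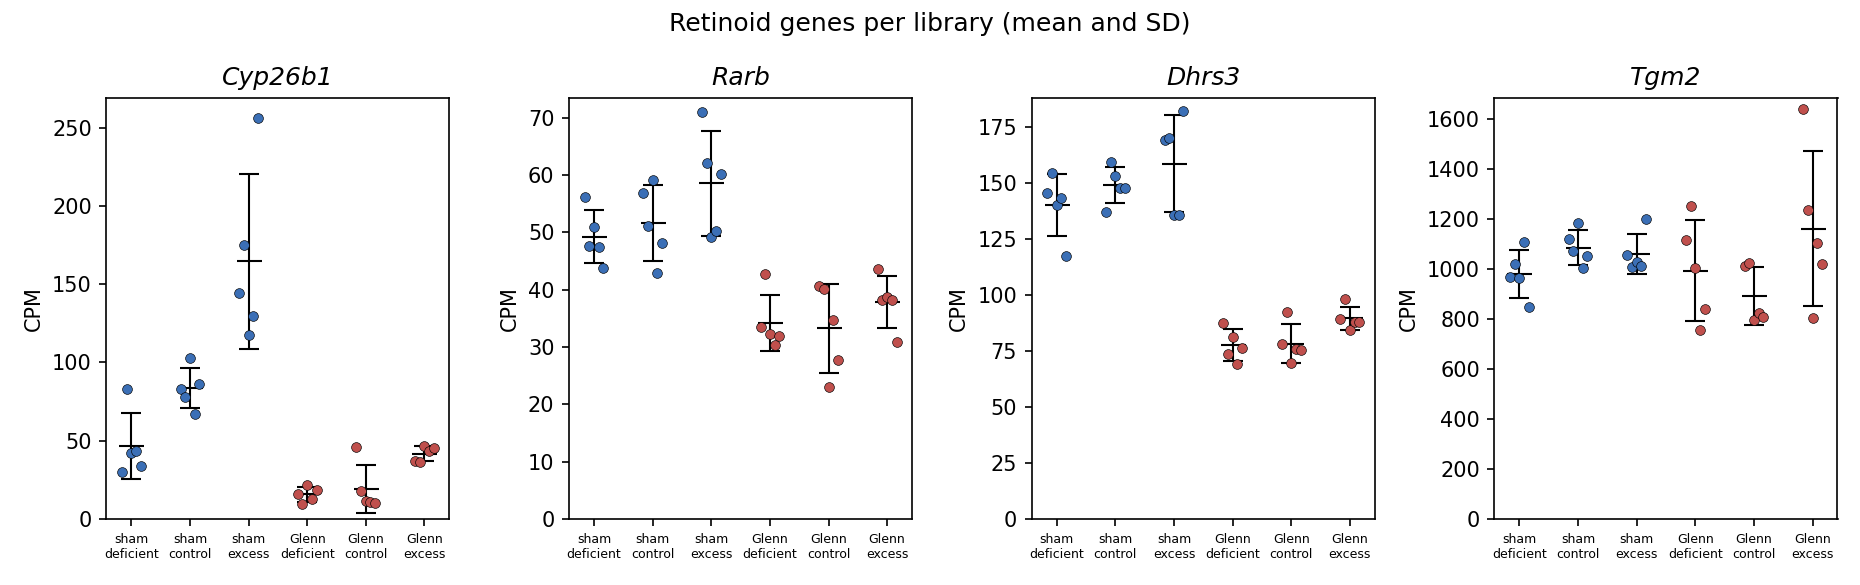
CPM of Cyp26b1, Rarb, Dhrs3 and Tgm2 per library (points), with the group mean and SD (bars), for sham (blue) and Glenn (red) groups of 5 ordered by vitamin A content of the diet. Cyp26b1 rises from 46.3 to 165 CPM across diets after sham surgery and from 15.8 to 41.8 CPM after Glenn surgery.

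Whether surgery acted differently by diet was tested as an interaction. It gave 1 gene, Rftn1 (ENSRNOG00000011321, edgeR adjusted p 0.0171), which went from 40.8 ± 2.60 to 40.1 ± 5.14 CPM with Glenn surgery on the control diet, from 38.9 ± 2.48 to 51.5 ± 7.73 on the deficient diet and from 35.3 ± 1.98 to 57.2 ± 6.93 on the excess diet (SD, n = 5 each). It did not pass the threshold with the RT1-CE16 term (edgeR adjusted p 0.163) or among RT1-CE16-low libraries (0.681). Maob (edgeR adjusted p 0.0763) and Chn2 (0.0778) came next. Without Glenn control replicate 1 the interaction gave 14 genes.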

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

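The tests of mixing in this part were chosen after the values were seen, and the permuted diet labels before. Among 288 sets of 5 libraries, 27 held a library far from the other 4, where chance alone gives about 14.4. The number given for each is the gap to the nearest library as a share of the whole range. Glenn control replicate 1 stood apart in 4 sets. It was highest for Mki67 (0.814; 20.5 against 6.34 to 8.97 CPM), Top2a (0.73; 13.7 against 4.20 to 6.77 CPM), Cyp26b1 (0.783; 45.6 against 10.1 to 17.8 CPM) and Cyp26a1 (0.768; 5.84 against 1.44 to 2.46 CPM). This library also had the fewest genes with a count of all 30 libraries (16717, against 17566 to 17814 in the rest of its group), at 38.24 M counts. The number of genes with a count was not among the sets screened. Whether it bears on these values was not tested. No technical explanation was tested for this library, and the design names no biological one. Glenn control replicate 2 had the most counts (0.904; 77.6 M against 38.2 to 42 M) and the highest Hyal3 (0.87; 83.1 against 69.1 to 70.9 CPM).

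Glenn deficient replicate 1 had high Eng (0.846; 1048 against 756 to 801 CPM) and Acvrl1 (0.79; 795 against 562 to 611 CPM) and low Vash1 (0.833; 139 against 243 to 264 CPM), all toward the sham level. Glenn excess replicate 1 had high Eng (0.726; 1330 against 749 to 908 CPM) and Smad6 (0.793; 232 against 99.4 to 127 CPM) and low Smad1 (0.761; 242 against 290 to 304 CPM), also toward sham. One candidate explanation is sham cells or RNA mixed in, which would move raised and lowered genes toward sham by the same share. In Glenn excess replicate 1, the median share was 37.6% over the genes raised at least 2-fold and 6.5% over those lowered, a difference of -31.1 points, outside the -27.1 to 28.0 of the 13 other Glenn libraries. This argues only weakly against mixing there, since Glenn deficient replicate 4 was at -27.1 and Glenn excess replicate 3 at -26.3. Mixing on top of ordinary variation between animals is not excluded. In Glenn deficient replicate 1 the shares were 15.2% and 5.0% (difference -10.2), within those of the other libraries (-38.4% to 25.2% and -10.4% to 8.3%), so mixing and ordinary variation between animals cannot be told apart because the whole response of that library was not unusual. A weaker response of single animals to the operation stays open and was not tested.

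The remaining sets concern single libraries. In the sham control group, replicate 3 was highest for Cdh5 (0.721; 2926 against 2334 to 2499 CPM) and the leukocyte score (0.816; 3.83 against 2.77 to 2.97), replicate 2 for Smad6 (0.722; 1031 against 915 to 947 CPM) and replicate 5 for Slc7a9 (0.751; 4.14 against 2.44 to 2.86 CPM). In the sham deficient group, replicate 2 was highest for Cyp26b1 (0.746; 82.7 against 29.8 to 43.3 CPM) and Tmem252 (0.773; 577 against 383 to 427 CPM), replicate 4 highest for the venous score (0.892; 7.14 against 6.77 to 6.81) and lowest for Rftn1 (0.715; 34.6 against 39.1 to 40.9 CPM), and replicate 5 lowest for Abhd15 (0.711; 16 against 23.4 to 26.4 CPM). In the sham excess group, replicate 2 was highest for Casp8ap2 (0.762; 58.5 against 45.8 to 48.8 CPM), replicate 4 lowest for the endothelial score (0.727; 9.22 against 9.34 to 9.38), and replicate 5 lowest for Id1 (0.771; 198 against 228 to 236 CPM) and highest for Tgm2 (0.753; 1201 against 1007 to 1055 CPM). Glenn deficient replicate 2 was highest for Rarb (0.749; 42.7 against 30.4 to 33.5 CPM) and Glenn excess replicate 3 for Top2a (0.781; 17.7 against 8.49 to 10.5 CPM). No explanation was tested for these.

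The surgery effect on Rftn1 differed between diets in the interaction test (adjusted p 0.0171). When diet labels were permuted within each operation, 3 of 100 assignments, the real one included, gave at least 1 gene. The gene did not pass the threshold with the RT1-CE16 level as a term (0.163) and without a batch term (0.218), so a technical split of the libraries may contribute to it. A diet-dependent response remains open.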

How the results depend on the processing

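The RT1-CE16 settings and the newer edgeR method were chosen after seeing the data. The averaged Glenn contrast moved by less than 1.5 times in every setting, and the Glenn contrasts of single diets moved by more only in fits with fewer libraries. Over the fits that each left out one library, the 4 Glenn contrasts gave 3392 to 3957 genes (control diet), 3676 to 4213 (deficient), 2865 to 3575 (excess) and 7481 to 7798 (averaged). The diet contrasts and the interaction changed with many settings. Where no cause is given below, the cause was not tested.

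With no series term, excess against control gave 11 genes after sham and 19 after Glenn, and the interaction 0 (877 at an unadjusted p under 0.05). Series A alone, which leaves 2 or 3 libraries in some groups, gave 2553 genes for Glenn on the deficient diet, 2270 for Glenn on the excess diet, 4 and 9 for deficient and excess against control after sham, 2 for deficient after Glenn, and 4 for the interaction. DESeq2 gave 26 and 210 after sham, 63 and 524 after Glenn (deficient and excess against control), and 35 for the interaction. In a simulated Glenn contrast with changed genes it made 34 false calls where edgeR made 7. In a simulated diet contrast with no changes it called 2 genes and edgeR 0, so the simulation does not account for these higher diet counts. Limma voom gave 118 (excess after sham), 43 and 375 (deficient and excess after Glenn) and 5 (interaction). Without a filter, excess after sham gave 22 and the interaction 2. Fitting only the groups compared gave 1960 for Glenn on the excess diet, 19 and 25 after sham, and 16 and 10 after Glenn. With leukocyte and epithelial scores as covariates, excess against control gave 9 after sham and 0 after Glenn (1119 at an unadjusted p under 0.05), and the interaction 0 (830).

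With the RT1-CE16 level in place of the series, excess against control gave 0 after sham (1108 at an unadjusted p under 0.05) and 78 after Glenn, and the interaction 0 (897). With sex added these were 0 (1123), 76 and 0 (916). RT1-CE16-low libraries alone, with fewer samples, gave 1563, 2398 and 2152 for Glenn on the control, deficient and excess diets, 0 for excess after sham, and 4 and 11 for deficient and excess after Glenn. RT1-CE16-high libraries alone gave 2497 and 2336 for Glenn on the control and deficient diets and 18 for excess after Glenn. The newer edgeR method gave 2 for deficient after Glenn.

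Leaving out one library gave 0 to 1 genes for deficient after sham, 0 to 79 for excess after sham, 1 to 60 for deficient after Glenn, 2 to 557 for excess after Glenn and 0 to 14 for the interaction. The highest values of the last 3 came without Glenn control replicate 1, and the 2 without Glenn excess replicate 1. The 14 marker score differences became 0 within series A, where the deficient and excess diets keep too few libraries for an exact test to pass, so that 0 says nothing about stability. They were 0 to 15 without one library. The zeros without one library all left out a sham control replicate. The 14 calls share the smallest possible p, so after adjustment they pass or fail nearly all together. These zeros thus also dropped calls on the deficient and excess diets, which use no sham control library. They do not show that those calls are unstable.

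Of the 16 list tests, the 12 past the threshold stayed past it with camera, with no series term, with the marker scores, with the RT1-CE16 term and without any one library. Proliferation on the control diet passed it with camera (0.00161) and with the marker scores (0.0309), and ranged from 0.0345 to 0.217 without one library. For deficient against control, the median log2 change of the retinoic acid-induced list (0.006 after sham, 0.107 after Glenn) turned negative in some settings, none of which passed the threshold. After sham these were no series term (list-test adjusted p 0.0743), the marker scores (adjusted p 0.175) and the RT1-CE16 term (adjusted p 0.0657). After Glenn they were no series term (adjusted p 0.537) and the RT1-CE16 term (adjusted p 0.507). Without one library the adjusted p was 0.138 to 0.622 for deficient and 0.264 to 0.913 for excess after sham. Over all list tests, the direction was reversed in 8 of the fits that left out one library.

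Among the named genes, the changes of sign were these. Pecam1 averaged over diets was 0.014 within series A and 0.094 in RT1-CE16-low libraries. Rarb, deficient after sham, was -0.069 with no series term, -0.025 with the marker scores, -0.069 with the RT1-CE16 term, -0.067 with sex added, and -0.053 and -0.07 in RT1-CE16-low and -high libraries. After Glenn it was -0.057 with the marker scores and -0.004 in RT1-CE16-high libraries. Dhrs3, deficient after sham, was 0.011 within series A, 0.011 with only the groups compared and 0.019 in RT1-CE16-low libraries. After Glenn it was -0.01 with no series term, -0.012 with the RT1-CE16 term, -0.012 with sex added and -0.054 in RT1-CE16-high libraries. Cyp26b1, deficient after Glenn, was 0.126 with voom and 0.593 in RT1-CE16-high libraries, against -0.653 in RT1-CE16-low ones, where the sign stayed. Without one library, Rarb after sham was -0.023 to 0.098, Dhrs3 after sham -0.034 to 0.026, Cyp26b1 after Glenn -0.43 to 0.36 and Top2a on the control diet -0.035 to 0.52. Other changes of side for named genes numbered 62 lost and 18 gained over the settings that kept all libraries or a batch, and 50 lost and 16 gained when one library was left out.

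The replicate numbers do not pair the libraries. The deviations of 75 same-numbered pairs from their group means had a median correlation of 0.06, over 0.1 in 25 pairs, and -0.04 after removing RT1-CE16 level and sex, since replicate 1 was male in every group. With the replicate block, excess against control gave 111 genes after sham and 34 after Glenn, the interaction 2, the proliferation list on the excess diet an adjusted p of 0.0628, the retinoic acid-induced list for deficient after sham 0.0751 with a changed sign, and Rarb in that contrast -0.13. No other count moved by over 1.5 times.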

Other observations

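The tests in this part were chosen after the patterns were seen, except those of neighbouring genes, mesothelial markers, type 2 alveolar co-variation and the diet difference in proliferation genes, and the counts of other splits. The rules of 4 of them were made stricter after a first outcome was seen: the RT1-CE16 test after Glenn, the retinoic acid-induced list, the BMP9/ALK1 difference and the mixing test of Glenn deficient replicate 1. The real split gave more genes than any other of 100 splits for Glenn against sham on the control, deficient and excess diets and averaged over diets (1 of 100 each; the highest other counts were 959, 1037, 750 and 1). The splits with 959 and 1037 genes exchanged a single library of each group. The split with 750 genes relabelled 8 libraries, which is the same exchange with the group names swapped. All of these splits keep most of the real grouping. For deficient against control after sham, 100 of 100 splits gave at least as many genes, since the count was 0. For deficient against control after Glenn, 11 of 100 splits gave at least 1 gene, some of them close to the real grouping. A count of 1 is thus not beyond other splits, which does not address the size of the change in that gene. For excess against control, 1 of 100 splits after sham and 2 of 100 after Glenn gave as many genes as the real one, itself included, and after Glenn another split gave 500 genes. That split too exchanged a single library of each group, which left 4 males in one group and 1 in the other.

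These splits do not rule out a batch. Outside the sham control and sham excess groups, 38 of the 39 genes (97.4%) differed between RT1-CE16-low and -high libraries in the direction of the excess-diet difference, against a median of 64.1% for random genes, and 0.0001 of the random sets (the smallest share they can give) were as high. The RT1-CE16 split, with 3 of 5 sham control and 0 of 5 sham excess libraries high, may thus account for part of the difference. With it as a term, a median of 80.1% of the log2 change stayed, though 0 genes passed the threshold, so how much is left to the diet stays open. For excess after Glenn, the direction of RT1-CE16-low against -high within the sham control libraries held for 66.7% of the 237 genes. Random genes gave 54.9% (share as high 0.0001). The shares of random sets, here and after sham, treat genes as independent and do not measure the spread between animals. The direction tested here rests on 2 low and 3 high sham control libraries. Glenn excess held 3 high libraries, all in series B, and Glenn control held 2 in series A. The bare imbalance thus predicts the opposite direction, and the tested one is predicted only once the series term has removed the level of series B. A first version used the 4 other groups and gave 89.5%, but those groups also set the series term of the contrast, so it was replaced. Through the series term the split may account for part of those genes. With it as a term, 75 of the 237 remained past the threshold and a median of 79.5% of the log2 change stayed. Among RT1-CE16-low libraries (2 excess against 3 control), all 237 kept their direction, at a median of 100.6% of the log2 change. The 237 genes were called with these same libraries in the fit, so keeping their direction and size was favoured in advance. One of the 2 excess libraries is Glenn excess replicate 1, without which the count was 2. The 75 genes past the threshold with the RT1-CE16 term argue against the split as the whole cause for those genes alone.

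What the RT1-CE16 split is stays open. Besides RT1-CE16, 4 other genes separated the 13 high from the 17 low libraries without overlap, among them Elavl1 (20.1 to 28.3 CPM in high, 33.3 to 43.9 in low) and Wipi2 (10.7 to 16.2 against 3.84 to 6.84). Animals of different genetic background could give such a pattern, and the genes would then cluster in the genome. RT1 genes were left out of this count. Ubd, another of the 4 genes (4.59 to 18.2 CPM in high, 1.14 to 4.51 in low), was not placed because several rows shared its name. Of the 3 genes with a known neighbour order, 0 pairs lay within 10 genes of each other, as in random sets (median 0). The count could not show a cluster around RT1-CE16 itself. Background and batch thus cannot be told apart, also because too few genes separated the libraries. Mesothelial markers were higher in RT1-CE16-high libraries by 0.82 on the log2 scale within 5 groups (5 genes, permutation p 3e-05). Msln had a median of 240 CPM in high and 142 CPM in low libraries, and Gpm6a of 344 and 186 CPM. More pleural mesothelial RNA in those preparations is a candidate explanation for part of the split. It would not by itself move RT1-CE16 from at most 44.2 to at least 407 CPM.

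Averaged over diets, the fall of Eng, Acvrl1, Id1 and Smad6 was at least 1.39 on the log2 scale. A lower share of endothelial cells would lower other endothelial markers as much. The median change of 13 such markers was -0.25 (range -0.85 to 0.89), which argues against that explanation. It does not address a shift between endothelial subtypes, whose marker scores moved in both directions. A hypothesis is lower BMP9/ALK1 signalling when blood bypasses the liver, which these data cannot test directly. Vegfa fell by 1.77 averaged over diets. Fewer type 1 alveolar cells, a candidate source of Vegfa, would lower their markers too, yet the median change of 10 markers was 0.58 (6 called higher, 2 lower, with Ager at a log2 change of 0.82 and Hopx at -0.36). This argues against a loss of such cells as the cause.

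Type 2 alveolar transcripts varied together between libraries of one group, with a median correlation of 0.88 over 10 markers against 0.10 for random genes of like expression and at most 0.42 in 1000 random sets. The pattern is consistent with type 2 cells or their RNA being carried through the sort, with Sftpc at a median of 21599 CPM and Lyz2 at 14736 CPM. All 10 were lower after Glenn surgery (median -0.44), a difference that a change in carry-over or in the lung could give and that was not separated.

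The fall of the BMP9/ALK1-induced list was smaller on the deficient than on the control diet (median difference 0.31 on the log2 scale, 11 of 14 genes, fry adjusted p 0.00552; unadjusted 0.00573 without Glenn deficient replicate 1 and 0.00386 with the RT1-CE16 term). For the excess diet the difference was 0.21 (9 of 14 genes, fry adjusted p 0.0373), with an unadjusted fry p of 0.0177 with the RT1-CE16 term. Without Glenn excess replicate 1 the unadjusted fry p was 0.113, so 1 library decides whether this difference passes the threshold. It cannot be told apart from chance. Both comparisons share the control-diet libraries and are not independent, so unusual control libraries may produce both. A smaller effect of surgery on the deficient diet is a hypothesis. For proliferation genes, the surgery effect on the deficient diet exceeded that on the control diet by a median of 0.35 (26 of 30 genes), but the difference was not past the threshold (fry adjusted p 0.311). Camera with a preset correlation gave 0.00016, which did not hold under fry. Without Glenn control replicate 1 the unadjusted fry p was 0.0908.

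After Glenn surgery, averaged over diets, Cyp26b1 (-1.88), Dhrs3 (-0.85), Rarb (-0.57) and Rarres1 (-0.80) were lower, while 3 other genes of the retinoic acid-induced list were higher. The list gave a fry adjusted p of 1.93e-05 with a median of -0.01, and camera p was 0.11. The 3 higher genes argue against a fall of the list as a whole.

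Cyp26b1, which encodes an enzyme that degrades retinoic acid, was higher on the excess than on the deficient diet. Every excess library lay above every deficient library after sham (at least 118 against at most 82.7 CPM) and after Glenn surgery (at least 36.0 against at most 21.8 CPM), with an exact two-sided permutation p of 0.00794 in each, the smallest 5 against 5 can give (adjusted over both, 0.00794). Among RT1-CE16-low libraries the means were 165 CPM (n = 5) and 56.3 CPM (n = 2) after sham and 36.6 CPM (n = 2) and 15.8 CPM (n = 3) after Glenn. The order of deficient and control after Glenn was not stable, with a log2 change of -0.24 that became 0.36 without Glenn control replicate 1 and 0.59 among RT1-CE16-high libraries. The difference between excess and deficient is consistent with the diets having changed retinoid signalling in the sorted cells, as a hypothesis, since the gene was singled out from the retinoid list.

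In the male library Glenn excess replicate 4, Ddx3y was at 58.9 CPM, below the 74.3 to 94.6 CPM of the other males. The female libraries sham deficient replicate 4 and Glenn deficient replicate 5 had 1.32 and 1.64 CPM, where the other females had at most 0.08 CPM.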
